A study of Arabidopsis thaliana with 3 samples (transcriptomic, total RNA). Its data were reported in "Impacts of high ATP supply from chloroplasts and mitochondria on the leaf metabolism of Arabidopsis thaliana" (2015).

How the data were processed

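Rosette leaves of one Arabidopsis thaliana line were measured by RNA-seq. The line (OE line) overexpresses AtPAP2, a purple acid phosphatase gene, in the Columbia background (Col-0). Leaves were taken before dawn (t = 0 h) and at 1 h and 8 h after the lights came on. Plants were pooled, and 1 pooled RNA sample was sequenced at each time point, so the files hold 3 samples and no replicates. Samples were grouped by the time point given in their labels. The wild-type samples of the study were not in the files analysed here, so every comparison was between time points within the OE line.

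Per the labels and the study's methods, the authors depleted ribosomal RNA with a Ribo-Zero kit, sequenced the libraries on an Illumina HiSeq instrument, removed low-quality reads and aligned the remainder with SOAPaligner/SOAP2 to the nuclear, mitochondrial and chloroplast gene sets of TAIR10. Per the file headers, the deposited counts are numbers of uniquely aligned reads per transcript model. The authors then computed RPKM (the count scaled by transcript length in kilobases and by library size), using a library total stated in the header of each file. Recomputing RPKM from the counts, lengths and header totals gave the deposited values to within a relative difference of 2.47e-07. The files also give, as a percent, the coverage of each transcript, which is the share of its length that the authors found under at least one read.

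Counting only unique reads affects the measurements. A read that fits more than one transcript model of a gene, or more than one member of a gene family, is not counted, so genes with alternative models are represented only by reads specific to a model, and near-identical family members such as the RBCS and CAB genes are uncertain. Only transcripts of chromosomes 1 to 5 had rows. Rows of chloroplast and mitochondrial transcripts were not in the files analysed here, and the files ended with 151, 149 and 151 empty rows at 0, 1 and 8 h, which were dropped. A transcript absent from a file was given 0 reads. The tests planned on organellar transcripts and the planned division of reads between compartments could therefore not be made.

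The main test followed the study's choice of test and thresholds. The study's formula uses the total clean tags of each sample. The header totals used here are, per the study's supplement, reads uniquely matched to genes. For each pair of time points, the reads of every transcript with a read in either sample were compared with the two-sided Audic-Claverie test given the header totals, and p was adjusted by the Benjamini-Hochberg procedure. A transcript was counted as up-regulated or down-regulated at FDR of 0.001 or less and more than 2-fold change of RPKM, with an RPKM of 0 set to 0.001. This test knows only the error of sampling reads. It has no estimate of the variation between plants or pools, and edgeR's quasi-likelihood test cannot be fitted to 1 sample per time point. FDRs below the smallest number that double precision can hold are described as too small to represent. Intervals of log2 ratios are exact (Clopper-Pearson) 95% intervals of read sampling.

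The calling script was tested on simulated data drawn from the read counts at 0 h. With Poisson error and 200 transcripts changed 4-fold, 94.5% of them were recovered with 0 false calls. The changed transcripts were drawn only from those above a minimum read count at 0 h, so recovery at lower counts was not tested. When transcripts varied between samples with a biological coefficient of variation (BCV) of 0.2 and none was changed, 334 transcripts were called. At a BCV of 0.4, 3567 were called.

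Functional sets were the 12 categories of nuclear transcripts in the study's supplementary lists, fixed before the files arrived. For each comparison, the mean log2 RPKM ratio of a set was compared with that of all other transcripts by a permutation test with 100000 resamples of transcripts, over transcripts with at least 10 reads in the higher sample. The 36 tests were adjusted together by the Benjamini-Hochberg procedure. Transcripts are not independent replicates, so these p-values describe the position of a set among transcripts, not the variation between plants.

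Transcripts named in the text followed a rule written beforehand. They were the 3 with the largest rise and the 3 with the largest fall in each comparison, among those past the threshold with at least 10 reads in the lower and 100 in the higher sample, together with a fixed list of genes (AtPAP2, the ACT2 gene that the study used as its qRT-PCR reference, and 9 clock genes) and the 3 transcripts with the most reads at each time point. Where a listed gene had more than 1 model, the model with the most reads was used.

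Alternatives were the sum of listed reads as library total, TMM effective library sizes (edgeR), DESeq2 size factors, a minimum of 10 reads, edgeR's exact test with an assumed BCV of 0.2 or 0.4, 0.5 reads added to each count, a 1.5-fold threshold, Benjamini-Yekutieli adjustment and reads summed per gene. For the sets, the alternatives run were TMM, 0.5 added reads, reads summed per gene, a minimum of 100 reads and the median in place of the mean. The closing section gives their effect.

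Gene coordinates, gene types and symbols came from the TAIR10.1 annotation by locus identifier, because the files give none. Of the 22121 genes in the files, 22069 were found there. Of the 26220 transcripts whose identifier occurred in both, 23.2% had the same length, so the annotation differs from the one the authors used, and read counts and lengths were always taken from the files. Sequences were compared with the organellar genomes using blastn 2.17.0. Scripts ran under Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0.

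The library totals were 38628227, 40394837 and 41849875 reads at 0, 1 and 8 h. At these depths, 3 reads on a transcript of 1 kilobase amount to 0.0777, 0.0743 and 0.0717 RPKM, which is the smallest abundance taken as detectable.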

Results

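RNA-seq data of rosette leaves from the AtPAP2 OE line were analysed just before the lights came on (t = 0 h), 1 h later and 8 h later, with 1 pooled sample at each of the 3 time points (no replicates). In total, reads were found on 26747 nuclear transcripts of 22121 genes, of which 21370 transcripts had reads at all time points. Transcripts with at least 1 read numbered 23927 at t = 0 h, 23766 at t = 1 h and 24286 at t = 8 h. Of these, 645, 616 and 678 had a single read, so the counts include transcripts below the abundance taken as detectable. The median RPKM of transcripts with a read was 1.08, 0.960 and 0.962, respectively. Their median coverage lay between 60.3% and 61.7% of the transcript length.

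The listed nuclear transcripts held 15958649 reads at t = 0 h, 17005253 at t = 1 h and 18532243 at t = 8 h. These were 41.31% of the library total at t = 0 h (95% Wilson interval 41.30 to 41.33%), 42.10% at t = 1 h (42.08 to 42.11%) and 44.28% at t = 8 h (44.27 to 44.30%). The intervals cover the sampling of reads only, and with 1 sample per time point no test between time points was possible. Leaving out the most abundant transcript of each sample moved the share furthest, to 43.47% at t = 8 h. The 10 most abundant transcripts took 9.34% of the listed reads at t = 0 h, 10.12% at t = 1 h and 15.44% at t = 8 h.

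At t = 0 h the most reads fell on RBCS2B (AT5G38420.1, chromosome 5, 15380907 to 15382071) and RBCS1A (AT1G67090.1, chromosome 1, 25048158 to 25049667), which encode small subunits of Rubisco, and on PSBO1 (AT5G66570.1, chromosome 5, 26568572 to 26570461), which encodes an oxygen-evolving complex protein of photosystem II. Their RPKM values at that time were 7116, 4053 and 3175 (no replicates). At t = 8 h the chlorophyll a/b binding protein transcripts CAB1 (AT1G29930.1, chromosome 1, 10477885 to 10479114), LHB1B2 (AT2G34420.1, chromosome 2, 14522524 to 14523568) and CAB3 (AT1G29910.1, chromosome 1, 10472280 to 10473502) came first, with RPKM of 13692, 11537 and 6595. CAB1 and CAB3 lie close together on chromosome 1 and belong to one multigene family, so the division of reads between its members is uncertain.

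The effect of the first hour of light on the OE line was examined by comparing t = 1 h with t = 0 h. Of 25575 transcripts with a read in either sample, 629 were up-regulated and 1041 were down-regulated (Audic-Claverie test, FDR of 0.001 or less, more than 2-fold). Among the 16930 transcripts with at least 10 reads in both samples, the median log2 ratio was -0.146 with an SD across transcripts of 0.667. Only 52 of the 1670 called transcripts had no read in one of the samples. When edgeR's exact test was given a BCV of 0.4 in place of read-sampling error alone, 2 up-regulated and 1 down-regulated transcripts remained.

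Rises and falls were ranked among called transcripts with at least 10 reads in the lower and 100 in the higher sample, which leaves out transcripts nearly absent from one sample, such as the clock genes GI (log2 ratio 7.99 at t = 1 h) and PRR7 (6.02), each with 2 reads at t = 0 h. Within this filter, the largest rises at t = 1 h were those of HSP70 (AT3G12580.1), TIN1 (AT5G64510.1) and HSP90.1 (AT5G52640.1). HSP70, a heat shock protein 70 gene on chromosome 3 (3991117 to 3993886), went from 46 to 1749 reads, or from 0.522 to 18.97 RPKM, a log2 ratio of 5.18 (95% interval 4.76 to 5.64, no replicates) with an FDR too small to represent. TIN1, a tunicamycin-induced gene on chromosome 5 (25784404 to 25786385), went from 14 to 412 reads with a log2 ratio of 4.81 (4.05 to 5.70; Audic-Claverie FDR 1.76e-97). HSP90.1 on chromosome 5 (21352557 to 21355147) went from 20 to 566 reads with a log2 ratio of 4.76 (4.12 to 5.48). At t = 8 h the abundance of HSP70 was 2.12 RPKM, lower than at t = 1 h but still higher than at t = 0 h (log2 ratio 2.02, 95% interval 1.55 to 2.51).

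Under the same filter, the largest falls at t = 1 h were those of BT2 (AT3G48360.1), AT2G14247.1 and RVE2 (AT5G37260.1). BT2, a BTB and TAZ domain protein gene on chromosome 3 (17907767 to 17910738), fell from 84.97 to 1.31 RPKM, with a log2 ratio of -6.02 (95% interval -6.37 to -5.70). AT2G14247, which encodes an uncharacterized protein on chromosome 2 (6034282 to 6035375), fell from 27.21 to 0.609 RPKM (log2 ratio -5.48, interval -6.44 to -4.67). RVE2, a homeodomain-like gene on chromosome 5 (14751344 to 14753088), fell from 242.2 to 6.67 RPKM and reached 1.66 RPKM at t = 8 h. Of the alternatives tried for single transcripts, only the assumed BCV of 0.4 changed any of these 6 calls at t = 1 h. Under that BCV the FDR of HSP70 was 0.0011 and that of BT2 was 8.43e-05.

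The difference between the dark and the middle of the day was examined by comparing t = 8 h with t = 0 h. Here 1662 transcripts were up-regulated and 1872 were down-regulated among 25880, again by the Audic-Claverie test. The SD of the log2 ratios was 0.966 over the 17007 transcripts with at least 10 reads in both samples, and their median was -0.139. An assumed BCV of 0.4 again had the largest effect, leaving 84 up-regulated and 46 down-regulated transcripts.

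Of transcripts passing the read filter, PRR5 (AT5G24470.1), LTI78 (AT5G52310.1) and NUDT8 (AT5G47240.1) rose most from t = 0 h to t = 8 h. GI (log2 ratio 11.66) and PRR7 (10.36) rose further, from 2 reads each. The clock gene PRR5 on chromosome 5 (8356204 to 8358546) went from 11 to 3765 reads, a log2 ratio of 8.30 (95% interval 7.46 to 9.31). LTI78, a gene responsive to cold and desiccation on chromosome 5 (21240717 to 21243644), went from 0.176 to 26.96 RPKM, and NUDT8, a nudix hydrolase gene on the same chromosome (19183523 to 19185644), went from 0.243 to 36.47 RPKM. Those falling most within the filter were RVE1 (AT5G17300.1), BMY3 (AT5G18670.1) and RVE2, while LHY, with 4 reads at t = 8 h, had a log2 ratio of -8.51. RVE1, a homeodomain-like gene on chromosome 5 (5690225 to 5692992), fell from 184.5 to 0.702 RPKM, with a log2 ratio of -8.04 (-8.45 to -7.65). BMY3, annotated as a beta-amylase gene on chromosome 5 (6225956 to 6228195), fell from 30749 to 133 reads with a log2 ratio of -7.97 (-8.23 to -7.72). All 6 stayed past the threshold under each alternative tried for single transcripts, with FDRs at a BCV of 0.4 from 4.85e-09 for RVE1 and BMY3 to 1.98e-07 for NUDT8.

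The change between the first hour and the middle of the light period was examined by comparing t = 8 h with t = 1 h, which gave the most differentially expressed transcripts. Of 25901 transcripts, 2251 were up-regulated and 1898 were down-regulated by the Audic-Claverie test. The log2 ratios of 16754 transcripts with at least 10 reads in both samples had a median of 0.005 and an SD of 1.06. The counts dropped to 130 and 60 with a BCV of 0.4, more than with any other setting.

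AT3G62550.1, PRR5 and CCL (AT3G26740.1) had the largest rises from t = 1 h to t = 8 h among transcripts within the read filter. AT3G62550, annotated as an adenine nucleotide alpha hydrolase-like gene on chromosome 3 (23135630 to 23137173), had 71 reads at t = 0 h, 11 at t = 1 h and 8884 at t = 8 h, and its log2 ratio between the last time points was 9.61 (95% interval 8.77 to 10.61). CCL on chromosome 3 (9827682 to 9828917) went from 4.07 to 866.1 RPKM. The largest falls within it were those of GBSS1 (AT1G32900.1), BMY3 and RVE1, and LHY outside it had a log2 ratio of -8.27. GBSS1, a glycosyltransferase gene on chromosome 1 (11920390 to 11923866), rose from 142.8 RPKM at t = 0 h to 233.4 at t = 1 h and then fell to 1.11 at t = 8 h, with a log2 ratio of -7.71 (-8.01 to -7.43) between the last 2. With the stricter BCV of 0.4, the FDR of AT3G62550 was 1.39e-10 and that of GBSS1 was 1.47e-08.

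**Figure D1:**
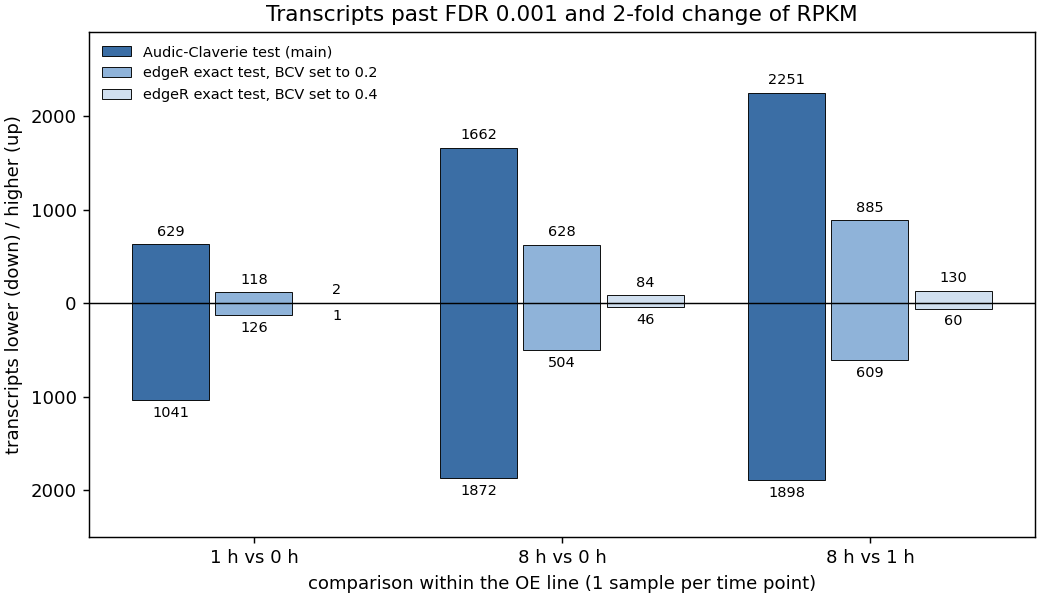
Numbers of transcripts higher (upward bars) and lower (downward bars) at FDR of 0.001 or less and more than 2-fold in the 3 comparisons of time points, under the Audic-Claverie test and under edgeR's exact test with an assumed BCV of 0.2 or 0.4. Between 8 h and 1 h the number higher goes from 2251 to 885 and 130 as the assumed variation grows.

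The calls of the 3 comparisons were then combined, in classes that were defined after the files were seen. A transient rise, up at t = 1 h against t = 0 h and down at t = 8 h against t = 1 h, was found for 347 transcripts. The opposite pattern, a transient fall, was found for 484. Transcripts up-regulated at both t = 1 h and t = 8 h against t = 0 h numbered 186, and those down-regulated at both numbered 281. The transient classes set no condition on t = 8 h against t = 0 h, so they need not mean a return to the starting level. AT3G62550, with 71, 11 and 8884 reads, met the definition of a transient fall. The classes also overlap, since HSP70 met the definitions of a transient rise and of up-regulation at both times. Alternatives were added to these classes after seeing the data. With a BCV of 0.2, 58 transient rises and 63 transient falls remained, and with a BCV of 0.4 there were 0 of each. The order of rises and falls depended on the normalization. With TMM there were 475 transient rises and 365 transient falls, and 253 transcripts were up-regulated and 189 down-regulated at both times.

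The transgene itself was examined through AtPAP2 (PAP2, AT1G13900.1, chromosome 1, 4753099 to 4755656). Its RPKM was 834.0 at t = 0 h, 1262.7 at t = 1 h and 1579.9 at t = 8 h (no replicates), from 75577, 119663 and 155112 reads. The log2 ratio at t = 8 h against t = 0 h was 0.922 (95% interval 0.909 to 0.934), which is larger than read-sampling error but below the 2-fold threshold. TMM effective library sizes raised it to 1.06, past the threshold. ACT2 (AT3G18780.2, chromosome 3, 6474710 to 6477204), the reference gene of the study's qRT-PCR, had 63.78 RPKM at t = 0 h, 57.89 at t = 1 h and 27.72 at t = 8 h. Its log2 ratio at t = 8 h against t = 0 h was -1.20 (-1.28 to -1.13), with an Audic-Claverie FDR of 1.85e-225. The edgeR exact test with a BCV of 0.2 put that FDR at 0.041, so the fall did not pass the threshold there.

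The 9 clock genes were examined to follow the time of day in the samples. CCA1 (AT2G46830.1, chromosome 2, 19245591 to 19248915) had 31.26 RPKM at t = 0 h, 28.31 at t = 1 h and 0.379 at t = 8 h. LHY (AT1G01060.4, chromosome 1, 33365 to 37871) had 13.20, 11.18 and 0.0362 RPKM at the same times, the last from 4 reads. PRR9 (AT2G46790.1, chromosome 2, 19232607 to 19235179) had no read at t = 0 h, 50 reads at t = 1 h and 11 at t = 8 h. PRR7 (AT5G02810.1, chromosome 5, 637681 to 642030) and GI (AT1G22770.1, chromosome 1, 8061751 to 8067790) each rose from 2 reads at t = 0 h, to 24.08 RPKM for PRR7 and 40.63 RPKM for GI at t = 8 h. TOC1 (AT5G61380.1, chromosome 5, 24674963 to 24678550) fell from 2.42 to 1.19 RPKM in the first hour and reached 14.58 RPKM at t = 8 h. ELF4 (AT2G40080.1, chromosome 2, 16734294 to 16734953) was detected only at t = 8 h, with 37 reads, and PCL1 (AT3G46640.2, chromosome 3, 17183042 to 17186959) had 0, 6 and 16 reads. For PRR9, ELF4 and PCL1, log2 ratios against samples without reads depend on the RPKM of 0.001 given to them and are not quoted. A BCV of 0.4 affected these genes most. Some of their 26 ratios had not passed the threshold in the main test, such as that of CCA1 at t = 1 h against t = 0 h. Another 10 passed it in the main test but not under this BCV. Among them was the rise of TOC1 from t = 1 h to t = 8 h (FDR 0.00755, edgeR's exact test).

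**Figure D2:**
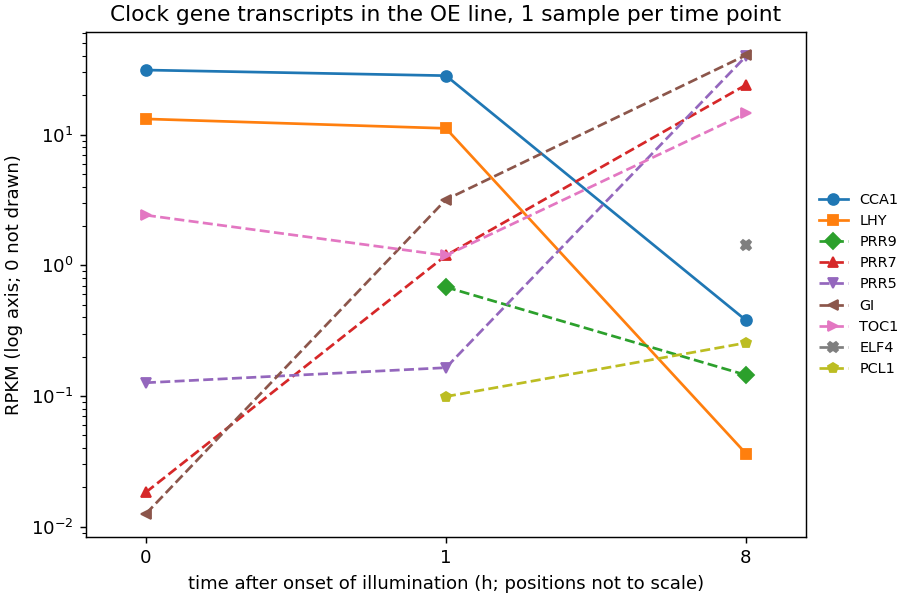
RPKM (log axis) of the 9 clock gene transcripts at 0, 1 and 8 h after onset of illumination, 1 sample per time point, with samples without reads not drawn. CCA1 and LHY (solid lines) are highest at 0 h, PRR9 at 1 h, and the remaining 6 (dashed lines or a single point) at 8 h.

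Whether transcripts of the main energy pathways shifted together was tested on 12 functional sets in the 3 comparisons. Light-harvesting complex transcripts rose at t = 1 h, with a mean log2 ratio of 0.945 ± 0.958 (SD across 24 transcripts, no replicates), which was 1.104 above all other transcripts (adjusted permutation p 0.00144), and 20 of the 24 were higher. At t = 8 h against t = 0 h the mean was 1.652 ± 1.777 over 23 transcripts, with a difference of 1.683 from the others (adjusted permutation p 0.00144). Of these 23, 18 were past the threshold as up-regulated and 2 as down-regulated. At t = 8 h against t = 1 h the difference was 0.539 (adjusted permutation p 0.324). With the median in place of the mean, the last difference was 0.875 (adjusted permutation p 0.00348).

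The other 34 of the 36 tests did not pass an adjusted p of 0.05. The 11 transcripts of the photosystem I core were all higher at t = 8 h than at t = 0 h, with a mean log2 ratio of 1.213 ± 0.407 (SD across transcripts), but the adjusted permutation p was 0.198. Photosystem II core transcripts differed from the others by 0.456 in the same comparison (adjusted permutation p 0.633, n = 8 transcripts). Of the 38 Calvin-Benson cycle transcripts, 31 were lower at t = 8 h than at t = 0 h, and the mean log2 ratio was -0.513 ± 0.601 (adjusted permutation p 0.249). Of the 109 respiratory chain transcripts, 89 were lower in that comparison, with a mean of -0.265 ± 0.461 (adjusted permutation p 0.324). Counts of lower transcripts depend on the scaling. With TMM they were 29 for the Calvin-Benson cycle and 71 for the respiratory chain. The widest spread was in starch metabolism, where the 15 transcripts had a mean log2 ratio of 0.606 ± 2.837 at t = 8 h against t = 0 h, with 7 up-regulated and 3 down-regulated. TCA cycle, glycolysis, sucrose synthesis and thioredoxin transcripts were not distinguishable from the background in any comparison. The choice that changed most was again the median, under which the photosystem I core differed by 1.255 at t = 8 h against t = 0 h (adjusted permutation p 0.00639).

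**Figure D3:**
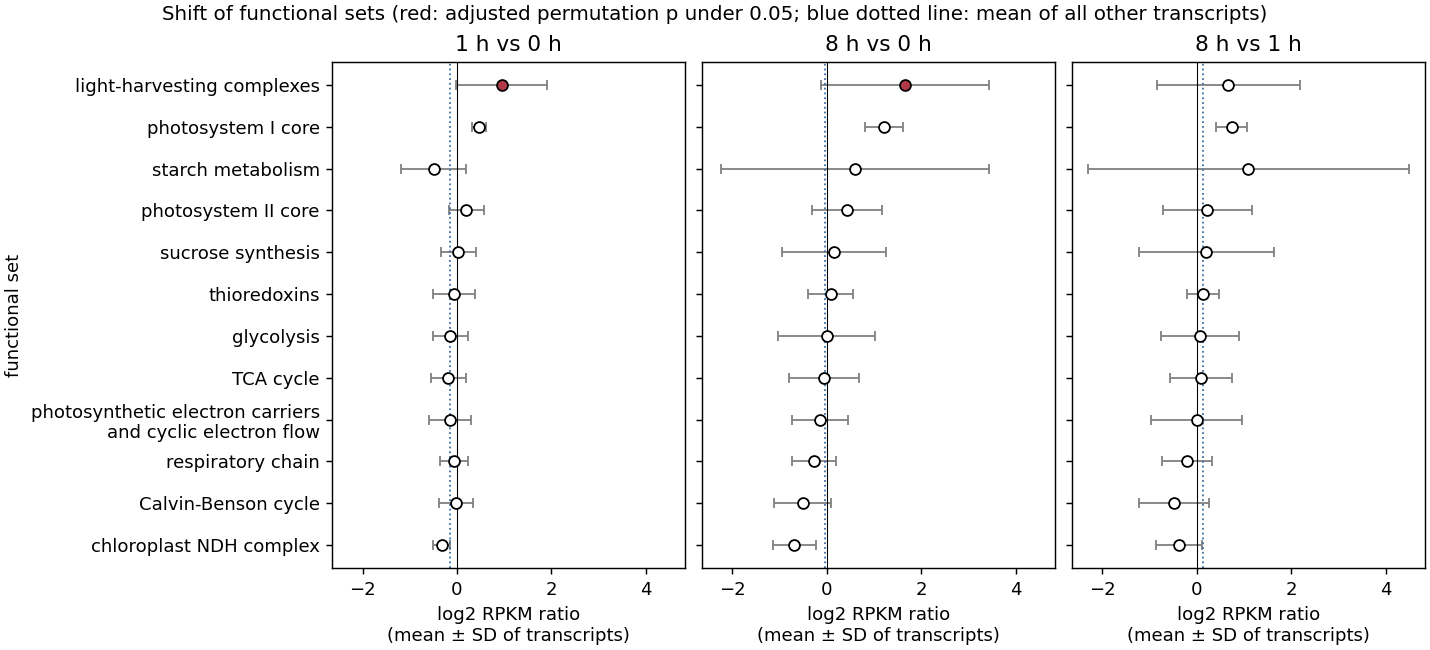
Mean log2 RPKM ratio of each of 12 functional sets (points) with the SD across its transcripts (bars) in the 3 comparisons, with filled points for an adjusted permutation p under the threshold of 0.05 and a dotted line at the mean of all other transcripts. The light-harvesting complexes lie at 0.945 at 1 h and 1.652 at 8 h against 0 h, and the starch metabolism bar is the widest in both comparisons of 8 h.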

Values the study reported

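Over the libraries of both lines, the study reported 29,500 expressed transcripts, of which 29,278 were encoded in the nucleus by 23,250 genes, 126 in mitochondria and 96 in chloroplasts.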

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

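The design, the functional sets, the fixed genes and most alternatives were chosen before the processed files arrived. The study's supplement, read before that, already showed abundances of some photosystem transcripts in the OE line, so the light-harvesting result was not blind to them.

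The first flagged signal is the part of each library total that no row of the files accounts for. The library totals in the headers exceed the listed reads by 58.6866% of the total at 0 h (95% Wilson interval 58.671 to 58.702%), 57.9024% at 1 h and 55.7173% at 8 h. The study's supplement gives the same totals as reads uniquely matched to genes. Unmapped reads and reads matched to several positions are therefore not in the unlisted part. Reads on chloroplast and mitochondrial transcripts are one place where such reads would be, since the study aligned reads to organellar gene sets. Their rows were not in the files analysed here and the totals are not broken down by compartment, so no explanation was tested. The fall of this share by 8 h has no replicate check. Because RPKM divides by the whole total, a change in the unlisted part moves every listed ratio of a comparison by the same factor. With the listed reads as the total, 1463 transcripts were higher and 2212 lower at 8 h against 0 h, in place of 1662 and 1872. At 8 h against 1 h, 2044 were higher and 2106 lower, in place of 2251 and 1898, so the larger number changed from the higher to the lower transcripts. The counts at 1 h against 0 h moved less, to 595 and 1116 from 629 and 1041. Other scalings moved the counts at 8 h against 0 h the opposite way. TMM gave 1983 higher and 1508 lower, and DESeq2 size factors gave 1979 and 1510.

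The second is in the coverage column, which no comparison used. Of 3851 transcripts with at least 500 reads at every time point, 85 had under 50% of their length covered at every time point, and together they held 1.36% of the listed reads at 0 h. Technical explanations were tested, with predictions written after the list of these transcripts had been seen. The first was that reads shared between models of a gene were discarded. Of the 85, 63 (74.12%) belonged to genes with more than 1 model in the files, against 116 (3.08%) of the other 3766 (Fisher's exact p 4.53e-70), as that explanation predicts. The second was organellar sequence in the nuclear genome. Of the 22 low-coverage transcripts of genes with 1 model in the files, 6 (27.27%) matched an organellar genome at 90% identity or more over at least 50 bases. Of 3100 transcripts of such genes with at least 90% coverage, 21 (0.677%) did (Fisher's exact p 1.57e-08). All 6 matches were to the chloroplast genome, from 241 to 779 bases at 91.758% to 97.227% identity, and all 6 transcripts are annotated as pseudogenes. A candidate explanation of their reads is chloroplast RNA that aligned better to the nuclear copy. The remaining 16 were not explained by either test. Models without a unique read have no row, so some of these genes may have other annotated models. The identifiers AT1G73600.2 and AT2G31141.2 point to such a model. Discarded shared reads thus remain possible for some of the 16. No biological explanation was tested.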

How the results depend on the processing

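The counts of differentially expressed transcripts stayed within 1.5 times of the main counts with the listed reads as total, TMM, DESeq2 size factors, a minimum of 10 reads, 0.5 added reads, Benjamini-Yekutieli adjustment and reads summed per gene. Within that range the larger side could change, as it did at 8 h against 0 h with TMM (1983 higher and 1508 lower). The counts did not withstand assumed variation between samples. For 1 h against 0 h, 8 h against 0 h and 8 h against 1 h, a BCV of 0.2 left 118, 628 and 885 transcripts higher and 126, 504 and 609 lower, and a BCV of 0.4 left 2, 84 and 130 higher and 1, 46 and 60 lower. The main test counts read-sampling error as the only error, so in deeply sequenced transcripts a difference between pools of more than 2-fold passes whatever its source. In the simulation, 334 unchanged transcripts were called at a BCV of 0.2 and 3567 at a BCV of 0.4. The data gave 1670, 3534 and 4149 calls, more than at a BCV of 0.2 in every comparison. The BCV of the pools is unknown, so the number of calls alone does not separate time from variation as large as a BCV of 0.4. A 1.5-fold threshold gave 1140 higher and 2002 lower at 1 h against 0 h, 3167 lower at 8 h against 0 h and 2959 lower at 8 h against 1 h.

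The classes defined after seeing the data also shrank under assumed variation. A BCV of 0.2 left 58 transient rises, 63 transient falls, 32 transcripts up at both times and 33 down at both. In the same order, a BCV of 0.4 left 0, 0, 1 and 1, and a 1.5-fold threshold gave 716, 892, 326 and 702. TMM gave 475, 365, 253 and 189, and DESeq2 size factors gave 468, 370, 252 and 193. With these scalings rises outnumbered falls in each pair of classes, the reverse of the main counts.

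Both light-harvesting results that passed their threshold did so under each alternative run for the sets. TMM moves a set and the other transcripts almost equally, so it could hardly change these differences. No alternative for the sets included assumed variation between pools. The median in place of the mean gives less weight to transcripts with extreme ratios, and with it the photosystem I core at 8 h against 0 h (1.25463) and the light-harvesting complexes at 8 h against 1 h (0.875129) passed as well. Set differences near 0 changed sign: with TMM, thioredoxins at 8 h against 1 h (-0.00025538); with at least 100 reads, glycolysis (-0.0357349) and electron carriers (-0.0260419) at 1 h and glycolysis at 8 h (-0.0563742) against 0 h; with the median, thioredoxins at 1 h (-0.0284402), the TCA cycle (0.0331046), glycolysis (-0.129922) and electron carriers (0.0220867) at 8 h against 0 h, and sucrose synthesis at 8 h against 1 h (-0.0962745); per gene, the TCA cycle at 1 h against 0 h (0.0064846), and sucrose synthesis (-0.0498962) and thioredoxins (-0.00801138) at 8 h against 1 h. None of these passed the threshold either way. With TMM, the log2 ratios at 1 h against 0 h of ACT2 (0.018775) and CCA1 (0.0156043) also changed sign, because TMM moves all ratios of that comparison upward by more than these ratios differ from 0. Among the other rows of named transcripts, 47 were weaker and 4 stronger, 37 of the weaker under a BCV of 0.4.

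Without the most abundant transcript of each sample, the listed share of reads was 40.9516% at 0 h, 41.6893% at 1 h and 43.4747% at 8 h, since that transcript is in the listed part. Without nuclear ribosomal RNA the share was 41.313%, 42.0973% and 44.2822%, against 41.3134%, 42.0976% and 44.2827%. Only 1 such transcript was listed, with 276, 237 and 352 reads, so leaving it out could hardly move the share.

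The planned results on chloroplast and mitochondrial transcripts, their alternatives, and the share of summed RPKM per compartment were not run, with or without alternatives, because those rows were not in the files analysed here. Depth limits the clock genes PRR9, ELF4 and PCL1, which had at most 50 reads, and the models of genes with more than 1 model, whose shared reads were not counted. With 1 sample per time point there was no replicate to leave out and no other split of the samples.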

Other observations

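The clock genes gave a partial check on the labels. Before the files arrived it was predicted that, if a sample were mislabelled, fewer than 7 of the 9 clock genes would have their highest RPKM at the time of day known for them. All 9 were highest where expected. What this test for a mislabelled sample can see was worked out afterwards. With the 0 h and 8 h labels exchanged, 1 of the 9 would be highest where expected, and with 1 h and 8 h exchanged, 3 would be, so an exchange that involves 8 h is unlikely. An exchange of the 0 h and 1 h labels would leave 8 of the 9, above the limit, because CCA1 and LHY were accepted at either time. The test cannot detect that exchange, and it does not test other properties of the samples.

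ACT2, the reference gene of the study's qRT-PCR, had a log2 ratio of -1.20 at 8 h against 0 h. With TMM the log2 ratio was still -1.064, so the composition shift that TMM estimates would not account for the fall. TMM moves all ratios of a comparison by the same factor, so it cannot test composition further. The prediction was written after the ratio had been seen. A general fall of reference genes is unlikely. Of 7 other genes often used as references, none passed the threshold in that comparison, and their median log2 ratio was -0.1765, with a range from -1.116, in a transcript with 4 reads or fewer, to 0.9219. The discarding of reads shared between models was weighed next. Models were counted in the files only. Among transcripts with at least 100 reads in the higher sample, those of genes with more than 1 model were compared with those of genes with 1 model. The former passed the threshold 1.367 times as often (28.23% of 1293 against 20.65% of 9900). ACT2 has 2 models and 43.56% of its length covered at 0 h. For ACT2 itself, a switch between models is unlikely. Its other model (AT3G18780.1) did not rise but also fell, from 44 reads at 0 h to 18 at 8 h, and with reads summed per gene the log2 ratio was -1.20406. Reads common to both models were not counted and were not tested. Variation between pools cannot be ruled out, as the adjusted p was 0.041 with an assumed BCV of 0.2 (edgeR's exact test). The pattern therefore cannot be told apart from variation between pools.

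PAP2 rose from 834.0 to 1579.9 RPKM between 0 h and 8 h although it is the overexpressed gene. TMM gave a log2 ratio of 1.06 in place of 0.922, so the composition shift that TMM estimates would not account for the rise. As for ACT2, TMM cannot test composition further. Variation between pools cannot be excluded. With an assumed BCV of 0.2 the adjusted p of edgeR's exact test was 0.162. Both predictions were written after the values had been seen. Since the files do not separate transgene from endogenous reads, no biological explanation was tested.

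HSP70 and HSP90.1, among the largest rises at 1 h within the read filter, led to the hypothesis that heat shock transcripts rose together. Both carry heat shock annotations and no test was made without them. The test at 1 h against 0 h therefore partly restates the rises that prompted it. The 99 transcripts annotated as heat shock had a mean log2 ratio of 0.466 ± 1.541 (SD across transcripts) at 1 h against 0 h, which was 0.626 above all others (permutation p 1e-05, the smallest that 100000 resamples can give, adjusted 3e-05), with 53 of the 99 higher and 19 past the threshold as up-regulated against 2 as down-regulated. At 8 h against 1 h the difference was -0.5003 (adjusted permutation p 0.00495), and at 8 h against 0 h it was 0.065 (adjusted permutation p 0.68). Transcript length is unlikely to be the reason, as the difference from transcripts of the same length decile was 0.6445. A few genes carry the shift at 1 h against 0 h, since the medians differed by only 0.2622, under the 0.3 set beforehand. At 8 h against 1 h the medians differed by -0.3708, past that limit in size, and 41 of 100 transcripts were higher. By the same rule, a few genes do not account for that fall. With an assumed BCV of 0.2, 9 transcripts of the set stayed up-regulated at 1 h, but a pool that was stressed before harvest at 1 h would look the same as a response to light or to the warmer day, and 1 pool per time point cannot tell these apart. A transient response of some heat shock genes to the start of the light period is thus a hypothesis only.

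More transcripts were lower than higher at 1 h against 0 h, by a ratio of 1.655. Library composition is a candidate explanation that TMM cannot test, because TMM moves all ratios of a comparison by the same factor. With TMM the ratio was 0.8255, so the excess went the other way (877 higher and 724 lower). With the listed reads as the total, the excess of lower transcripts stayed (595 higher and 1116 lower). The prediction for TMM was written after the counts had been seen. The direction of the excess depends on the normalization and should not be read as a net loss of transcripts. The same limit applies to the other comparisons. At 8 h against 0 h, 1662 were higher and 1872 lower, but 1983 and 1508 with TMM. At 8 h against 1 h, 2251 were higher and 1898 lower, but 2044 and 2106 with the listed reads as the total.

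Length and GC content had little bearing on the ratios. Across 17007 transcripts with at least 10 reads at both 0 h and 8 h, Spearman's rho of the log2 ratio was 0.04465 with transcript length and 0.02109 with the GC content of the gene, both under the 0.1 predicted beforehand for a bias. GC content was known for 99.91% of the transcripts. At 8 h against 1 h rho was 0.0852 with length and 0.001285 with GC content. At 1 h against 0 h it was -0.07439 with length, opposite in sign, and 0.03391 with GC content. All were under 0.1 in size, and transcripts are not independent replicates.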
